# Sushi Repeat Containing Protein X-linked 2 Is a Downstream Signal of LEM Domain Containing 1 and Acts as a Tumor-Promoting Factor in Oral Squamous Cell Carcinoma

**DOI:** 10.3390/ijms21103655

**Published:** 2020-05-22

**Authors:** Tomonori Sasahira, Miyako Kurihara-Shimomura, Yukiko Nishiguchi, Hiroyuki Shimomura, Tadaaki Kirita

**Keywords:** oral cancer, sushi repeat containing protein X-linked 2, metastasis, chemosensitivity, angiogenesis, lymphangiogenesis

## Abstract

Because oral squamous cell carcinomas (OSCCs) have a high potential for locoregional invasion and nodal metastasis, early detection and treatment are essential. A LAP2, emerin, MAN1 (LEM) domain containing 1 (LEMD1) is associated with local progression, clinical stage, nodal metastasis, poor prognosis, angiogenesis, and lymphangiogenesis in OSCC. Although LEMD is a cancer-testis antigen, the cancer-related signals related to LEMD1 remain unknown. In this study, we used a microarray analysis of OSCC cells to identify sushi repeat containing protein X-linked 2 (*SRPX2*) as a *LEMD1*-related downstream signal. LEMD1 expression was correlated with lymph node metastasis of OSCC according to the immunohistochemistry analysis. Furthermore, patients expressing SRPX2 had a significantly worse prognosis than those without SRPX2 expression. The concentration of SRPX2 in OSCC was positively correlated with the concentrations of LEMD1, urokinase plasminogen activator receptor (uPAR), and hepatocyte growth factor (HGF). In OSCC cells, SRPX2 secretion levels were elevated by interactions with uPAR and HGF. We also found that SRPX2 promotes endothelial cell proliferation and adhesion between endothelial cells and OSCC cells. These results suggest that SRPX2 might be a useful tumor marker for OSCC.

## 1. Introduction

Oral squamous cell carcinoma (OSCC) is an aggressive cancer with a strong invasiveness and metastatic potential. Globally, approximately 354,864 new OSCC cases and 177,384 deaths were estimated to have occurred in 2018, representing 2% of all cancer cases and 1.9% of all cancer deaths [1]. In the United States, approximately 53,000 new patients are diagnosed with OSCC annually, and 10,860 individuals die of this disease each year [2]. OSCC is also highly prevalent in India, Sri Lanka, and Papua New Guinea, and it is the leading cause of cancer death among men in India and Sri Lanka [1]. Despite advances in diagnostics and therapeutics for OSCC, the five-year survival rates over the last three decades have not improved significantly and have remained lower than 50% [3,4]. Therefore, the molecular biological mechanism of OSCC must be elucidated to improve prognosis through early detection and effective treatment.

LAP2, emerin, MAN1 (LEM) domain containing 1 (LEMD1) is a novel cancer-testis (CT) antigen. Its overexpression has been found in prostate cancer and colon cancer [5,6]. *LEMD1* is a host gene of microRNA-135b (*miR-135b*) and promotes nucleophosmin-anaplastic lymphoma kinase-driven oncogenicity and IL-17–producing immunophenotype in anaplastic large cell lymphoma [7]. LEMD1 also plays a pivotal role in the maintenance of cancer stem cells in colon cancer [8]. Moreover, LEMD1 promotes local progression, poor prognosis, cell cycle progression, cell proliferation, and the inhibition of apoptosis in gastric cancer [9]. We previously reported that LEMD1 expression is strongly correlated with the local progression of tumors, clinical stage, nodal metastasis, and worse outcomes in OSCC patients [10]. Moreover, LEMD1 facilitates cancer cell invasion and promotes the adhesion and transmigration of OSCC cells to vascular and lymphatic endothelial cells. Although LEMD1 may be a novel marker for OSCC, its detailed signaling pathways and further functions in tumors remain unknown.

In this study, we used a cDNA microarray analysis to identify sushi repeat containing protein X-linked 2 (*SRPX2*) as a candidate gene whose expression is upregulated by *LEMD1* in OSCC cells. SRPX2 is a secreted factor that plays important roles in regulating language and cognitive development and synapse formation [11,12]. In previous studies, SRPX2 was shown to act as a tumor-promoting factor in various cancers. SRPX2 overexpression is involved in cell proliferation, invasion, and metastasis in gastric cancer [11,13], colon cancer [14,15], pancreatic cancer [16,17], glioblastoma [18], and osteosarcoma [19], etc. SRPX2 expression is also associated with poor clinical outcomes in several malignancies [13,17,18,20,21]. Recent reports have revealed that the downregulation of *SRPX2* increases chemosensitivity to cisplatin in esophageal cancer [22]. Although cisplatin is usually used to treat OSCC [3], increased drug resistance is a key event leading to cancer progression. SRPX2 may be an indicator of drug resistance in OSCC. Other reports have suggested that SRPX2 is a ligand for urokinase plasminogen activator receptor (uPAR) and that it regulates endothelial cell migration and tube formation in endothelial remodeling during angiogenesis [23,24]. SRPX2 can bind to hepatocyte growth factor (HGF) and promotes tumor angiogenesis [11]. Furthermore, HGF is a lymphangiogenic mediator in cancer [25]. Therefore, the synergy between SRPX2 and LEMD1 may promote angiogenesis and lymphangiogenesis via uPAR and/or HGF in OSCC. However, the function and role of SRPX2 in OSCC remains unknown. 

In the present study, we examined the expression and roles, including the acquisition of drug resistance and angiogenesis, of SRPX2 in OSCC.

## 2. Results

### 2.1. Identification of LEMD1-Related Upregulated or Downregulated Genes in OSCC Cells via a Microarray Analysis

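HSC3 is a cell line from a human squamous cell carcinoma of the tongue, and LEMD1 encodes a LEM domain protein known as a cancer-testis antigen. RNA from HSC3 cells treated with an siRNA against LEMD1 and from control HSC3 cells was labelled with Cy5 and hybridized to CodeLink arrays, 1 array per condition. The array section of the methods calls the control cells untreated, the axis of Figure 1B calls them negative siRNA-treated, and the deposited design names a control siRNA. The same deposited set holds 4 more arrays of HSC3 cells, on which the paper does not report. They are called here the arrays labelled MIA siRNA, MIA2 siRNA, TANGO siRNA and MATE2 siRNA. The deposited values are the spot intensity above local background, as the scanner software gives it. For the comparison these values were quantile normalized over the 6 arrays and set on a log2 scale. As no condition has a second array, there is no replicate check, no error of a ratio and no p-value, and the number of arrays limits the precision. A probe was called lower or higher by a fixed rule of at least 2-fold between the LEMD1 siRNA array and the control array. Over 10 groups of probes ordered by signal, the robust SD of the log2 ratio between these arrays was 0.35 to 0.38, which holds real changes as well as noise. Between the array labelled MIA siRNA and the control array it was 0.24 to 0.33.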

To identify genes whose expression levels are modulated by *LEM domain containing 1 (LEMD1)*, we compared the gene expression profiles of control cells and OSCC cells with reduced *LEMD1* expression using a cDNA microarray analysis (Figure 1A). 

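The scanner software gives each spot a quality flag, good or near background among others, and a probe was counted where its spot was good on both arrays. LEMD1 itself had a good spot on the control array and was near background on the LEMD1 siRNA array, so its fall is a lower bound. VEGFC and VEGFD, which encode growth factors for lymphatic vessels, were near background on both arrays and have no ratio. The probe of GAPDH, a glycolytic enzyme often used as a reference gene, was saturated on the LEMD1 siRNA array and was left out. Of 53103 gene probes that the manufacturer had masked on no array, 27466 had a good spot on both arrays and 21214 were near background on both. Another 1120 were good on the control array and near background on the LEMD1 siRNA array, and 3035 the reverse. The lowest normalized signal of a good spot was 34.2 on the control array and 27.5 on the LEMD1 siRNA array. For a gene near background, the higher of its own signal and this level was used, and the fold is then given as at least that size. The paper's text does not name the rule by which data of low reliability were left out.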

Data with a low reliability were omitted. The expression levels of many genes were altered by the *LEMD1* knockdown treatment compared with the control OSCC cells (Figure 1B). 

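Of 14 measured genes downstream of the ERK kinase pathway, 7 were at least 2-fold lower on the LEMD1 siRNA array than on control and none was higher. Among these, DUSP6, a phosphatase that switches ERK off, had a log2 ratio of -2.58 to control, TGFA, a ligand of the EGF receptor, -1.77, and FOSL1, a subunit of the transcription factor AP-1, -1.82 by the probe taken and -0.78 by its other probe. Of 11 genes of the urokinase system, which activates plasminogen at the cell surface, 5 were lower and none was higher, among them SRPX2 and SERPINE2 of Table 1, PLAT, tissue plasminogen activator, at -2.23 and PLAUR, the urokinase receptor, at -2.19. Of 22 NRF2 target and aldo-keto reductase genes, which serve detoxification, 6 were higher and none was lower, with AKR1C2 at 2.15 and GCLC, which starts glutathione synthesis, at 1.84. Of 22 cholesterol synthesis genes, 5 were higher and none was lower, among them MVK at 1.51, INSIG1 at 1.48, IDI1 at 1.23 and HMGCS1 at 1.17. MVK and HMGCS1 were less than 2-fold higher against the median of the 5 other arrays.
Of 30 proliferation genes, 8 were higher, among them the mitotic genes KIF20A at 2.19, CCNB1 at 2.15 and AURKA at 1.80, and 3 were lower, MCM6 at -1.75, MCM7 at -1.47 and MCM4 at -1.05, which encode subunits of the replicative helicase. The list was split: MCM2, MCM3, MCM5, PCNA, CCNE1, CCNE2, TYMS, RRM2 and E2F1 were also below control, by less than 2-fold. All remaining members were above control. Of 19 squamous differentiation genes, 4 were higher and the protease gene KLK5 was lower at -1.40. The higher were SPRR1B at 2.14 and TGM1 at 1.83, which act in building the cornified envelope, KRT1 at 1.03 and DSC2 at 1.36. The other probe of DSC2 was at 0.35. Against the median of the 5 other arrays SPRR1B was at -0.27, and MCM6, KLK5 and DSC2 were changed by less than 2-fold. Of 33 interferon-stimulated genes, HERC5 at -1.75, IFI44L at -1.54, TAP1 at -1.22 and IRF7 at -1.04 were lower and none was higher. Against the median of the 5 other arrays none of these named genes was 2-fold lower. HERC5 was then at 0.023, IRF7 at 0.27 and the median of the list at -0.16. Against control, HERC5 was also at -1.98, -1.77 and -2.29 on the arrays labelled MIA2, TANGO and MATE2 siRNA. IRF7 was at -1.31, -1.77 and -1.96 there, and SPRR1B was higher on the same arrays. For these genes the median of the 5 other arrays carries the change itself and cannot show it.
In all, 707 probes were lower and 429 higher by at least 2-fold among those good on both arrays, or 514 and 263 of 12924 named genes. The median log2 ratio was -0.91 for the ERK list, below each of 10000 random lists of the same size and signal, -0.50 for the urokinase list (percentile 0.515 of its random lists) and -0.35 for the interferon list (percentile 0.06). It was 0.56 for the NRF2 list and 0.57 for the cholesterol list, both above every random list, 0.28 for the proliferation list (percentile 99.95) and 0.26 for the squamous differentiation list (percentile 99.5). As the proliferation list was split, its median does not stand for a rise of the list as a whole. With the array labelled MIA siRNA as comparator the median of the interferon list was -0.19 (percentile 2.2). On that array the interferon list was itself at -0.20 against control (percentile 0.12). The lists were written with Table 1 in view, and without its genes the median of the urokinase list was -0.22, at percentile 14.1 of its random lists, while with its genes the median was -1.05 to -0.27 under the alternatives. The squamous differentiation list lay within the central 95% of its random lists with normexp background correction, with 50 added to the signal, among bright probes alone and against the median of the 5 other arrays, where its median was -0.084, and the proliferation list did so against the array labelled MIA siRNA (percentile 97.0). With normexp, no background correction or 50 added to the signal, the lower probes numbered 329 to 376 and the higher 212 to 238, without a filter on flags they numbered 5328 and 5200, and against the median of the 5 other arrays 266 were lower and 300 higher.

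**Figure D1:**
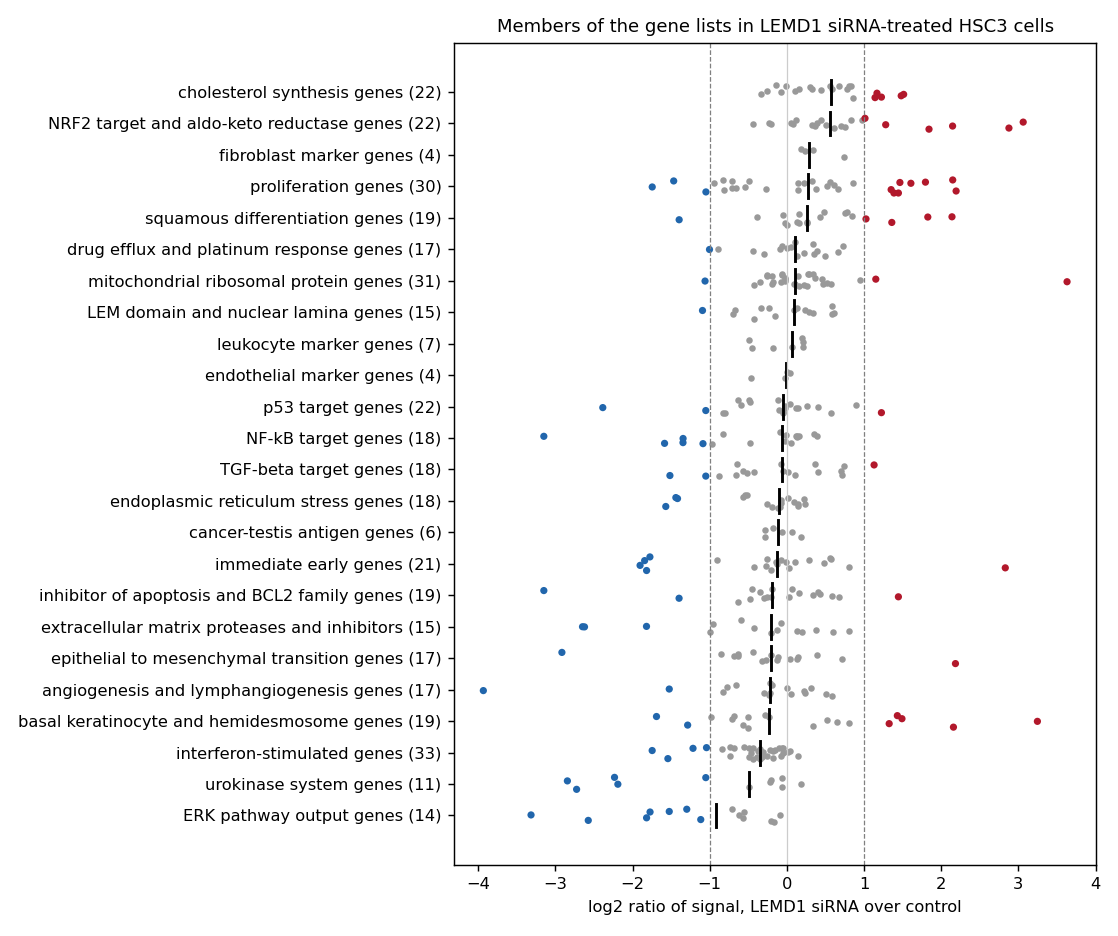
Log2 ratio of LEMD1 siRNA over control (x axis) for the members of 24 gene lists (y axis, with the number of measured genes in parentheses), each point a gene with a good spot on both arrays. Points are blue at least 2-fold lower, red at least 2-fold higher and grey in between, black bars are medians and dashed lines mark log2 ratios of -1 and 1; the ERK list has the lowest median, -0.91, and the cholesterol list the highest, 0.57.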

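Some NF-kB target and immediate early genes were lower on the LEMD1 siRNA array, while the median of both lists lay within the range of their random lists. Of 18 NF-kB target genes, 5 were at least 2-fold lower and none was higher: BIRC3 of Table 1, TNFAIP3, a brake on NF-kB, at a log2 ratio of -1.59, SOD2 at -1.35, NFKBIA, the main inhibitor of NF-kB, at -1.35 and NFKBIE at -1.09. Of 21 immediate early genes, CCN1 at -1.90, GADD45B at -1.84, FOSL1 and the AP-1 gene JUN at -1.78 were lower, and FOS was higher. Of 19 basal keratinocyte and hemidesmosome genes, 5 were higher, KRT5 and DST of Table 1, the anchoring fibril collagen COL7A1 at 2.16, KRT14, the keratin partner of KRT5, at 1.43 and DSC3 at 1.33, while 2 were lower, among them LAMB3, a laminin subunit gene, at -1.29 by the probe taken, with its other probe higher at 1.05.
Of 15 genes of extracellular matrix proteases and their inhibitors, MMP1, an interstitial collagenase, at -2.65, MMP7 at -2.62 and TIMP2 at -1.82 were lower. Of 17 genes of epithelial to mesenchymal transition, SOX9 was lower and SPARC, a matricellular protein, was higher at 2.18. Of 17 angiogenesis and lymphangiogenesis genes, ESM1 and the receptor gene EPHA2, at -1.53, were lower. Of 19 inhibitor of apoptosis and BCL2 family genes, BIRC3 and HRK at -1.40 were lower and BIRC5, survivin, was higher at 1.45. Of 22 p53 target genes, 2 were lower, among them GADD45A at -2.39, and CCNG1 at 1.22 was higher. Of 18 endoplasmic reticulum stress genes, ASNS at -1.57, CHAC1 at -1.44 and XBP1 at -1.42 were lower, and the other probe of XBP1 was at 0.081. Of 18 TGF-beta target genes, 2 were lower, among them PMEPA1 at -1.52, and ID3 at 1.13 was higher.
Of 15 LEM domain and nuclear lamina genes other than LEMD1, LEMD2 was lower at -1.10 by the probe taken, and its other probe was at 0.26. Of 17 drug efflux and platinum response genes, the DNA repair gene ERCC1 was lower at -1.01, with its other probes at -0.85 and 0.52. Of 31 mitochondrial ribosomal protein genes, MRPL2 and MRPL19 at 1.15 were higher, with the other probe of MRPL19 at 0.12, and MRPL17 at -1.06 was lower. Apart from LEMD1, none of 6 measured cancer-testis antigen genes changed by 2-fold, nor did any of the measured marker genes of fibroblasts (4), endothelial cells (4) and leukocytes (7). The medians of these 17 lists were -0.23 to 0.29, and each lay within the central 95% of its random lists. Against the median of the 5 other arrays, TIMP2 was at 0.056 and ID3 at -0.71. With that comparator CCN1, HRK, LEMD2, ERCC1, MRPL19 and MRPL17 were also changed by less than 2-fold. Under at least 1 alternative 7 of the 17 lists left the central range: below it the NF-kB list, with a median of -0.47 among bright probes, and the immediate early, protease, endoplasmic reticulum stress and TGF-beta lists, above it the drug efflux list, and the basal keratinocyte list on either side. Among probes good on all 6 arrays, 4 were at least 2-fold lower on the LEMD1 siRNA array than on each of the other 5. Another 6 were at least 2-fold higher, among them COL7A1 and CCNG1. The counts were 7 and 2 with median scaling, and 1 and 2 with normexp, no background correction or 50 added to the signal. They were 13 and 11 with a good flag on at least 1 array. The other 5 arrays include that labelled MIA2 siRNA, on which LEMD1 was also at least 6.57-fold below control. Changes shared with that array cannot pass this rule, SRPX2 among them. The counts therefore do not give the size of the response to the LEMD1 siRNA.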

The ten genes with the most significant changes in upregulation or downregulation in OSCC cells treated with *LEMD1* knockdown relative to the control cells are listed in Table 1. Among these genes, we focused on *SRPX2* because it is one of the genes whose expression levels were greatly reduced in *LEMD1*-downregulated OSCC cells. 

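Among named genes, by the probe taken for each, the measured genes of Table 1 had the largest falls and most of the largest rises. CEACAM6, a cell adhesion glycoprotein, fell from a normalized signal of 1332 to 71.1, which is 18.7-fold. ESM1, a secreted proteoglycan of the vessel wall also called endocan, fell 15.3-fold, and the log2 ratios of PHLDA1, BIRC3, an inhibitor of apoptosis, CALB2, which encodes a calcium-binding protein, DHRS9, SOX9, a transcription factor, and SERPINE2, a protease inhibitor, were -3.32, -3.15, -3.13, -3.06, -2.92 and -2.85. MRPL2, a mitochondrial ribosomal protein gene, rose 12.4-fold by the probe taken, and its second probe had a ratio of 1.15. KRT5, the keratin of basal keratinocytes, rose 9.49-fold and GSTA4, a glutathione transferase, 8.35-fold.
BOLA3, which acts in the assembly of iron-sulfur clusters, rose 7.51-fold, the aldo-keto reductase gene AKR1B10 7.35-fold, and FOS, a subunit of AP-1, 7.11-fold. AHSG, fetuin-A, rose 6.80-fold by the probe taken, and its second good probe had a ratio of 0.954. DST, a cytoskeletal linker protein of hemidesmosomes, rose 2.81-fold by the probe taken, and its other probes had ratios of 0.829 and 0.572. BIRC6, an inhibitor of apoptosis with ubiquitin ligase activity, had a ratio of 0.878 by the only probe named for it. Probes without a name had ratios of 8.34 and 6.40. In the deposited normalized table their folds lie within 0.001 of those the paper prints for BIRC6 and DST.
Of the 20 genes of Table 1, 18 had a named probe with a good spot on both arrays. All 9 lower genes and 8 of the 9 higher genes were at least 2-fold changed in the direction of the table, and no probe is named here for GSX2 or KPNA7. By the probe taken for each gene, the 9 lower genes were those with the largest falls among the named genes, LEMD1 aside, and the next was MMP1. The 7 largest rises belonged to genes of the table, and the next were IL6R, the interleukin-6 receptor, and APOL4, both at a log2 ratio of 2.64, and CDKN2AIPNL at 2.49. Another good probe of APOL4 had a ratio of 0.924. This order was taken among genes with a good spot on both arrays and the higher of their 2 signals above the median of good probes. Against the median of the 5 other arrays, 13 of the 18 genes were changed in the direction of the table. The others were ESM1 at a ratio of 0.718, BIRC3 at 0.504, SRPX2 at 1.39, GSTA4 at 1.52 and BIRC6 at 1.18. Of these, ESM1, BIRC3, SRPX2 and GSTA4 were changed the same way on the arrays labelled MIA2, TANGO and MATE2 siRNA. For them this comparator cannot show the change against control. With normexp, no background correction or 50 added to the signal, ESM1 had a ratio of 0.128, 0.145 or 0.124, in place of 0.065. In the same order CEACAM6 had 0.090, 0.097 or 0.088, in place of 0.053. PHLDA1 had 0.164, 0.171 or 0.161, in place of 0.100. BIRC3 had 0.178, 0.189 or 0.174, in place of 0.113, and CALB2 0.189, 0.207 or 0.185, in place of 0.115. Without background correction DHRS9 had 0.182 and SERPINE2 0.213, in place of 0.120 and 0.139, and GSTA4 5.50, in place of 8.35.

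**Figure D2:**
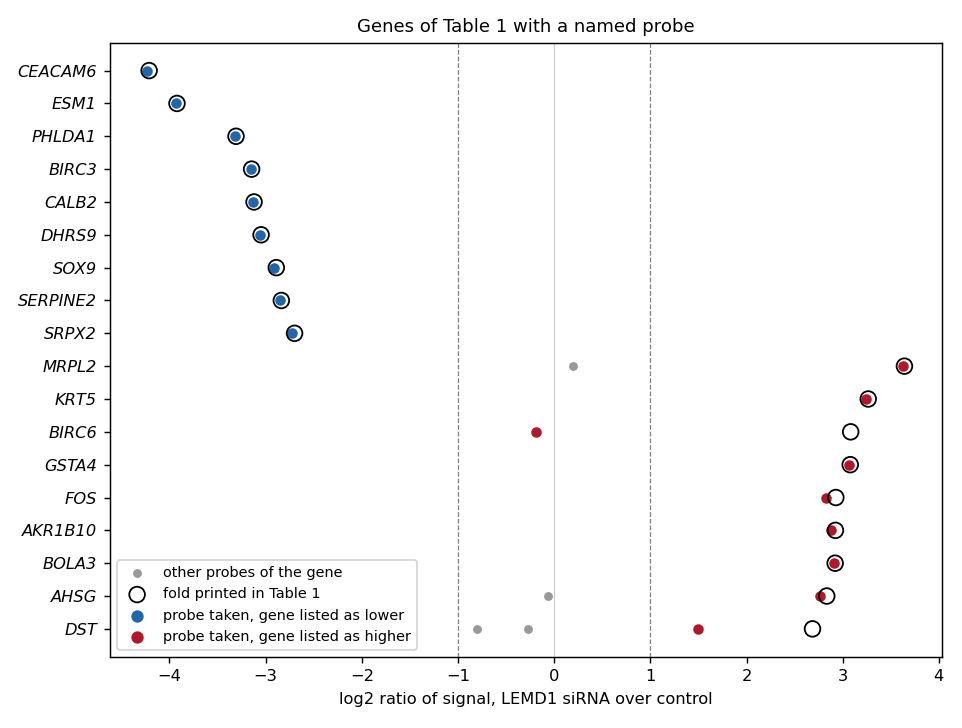
Log2 ratio of LEMD1 siRNA over control (x axis) for the genes of Table 1 (y axis). Filled points are the probe taken for each gene, blue for genes listed as lower and red for genes listed as higher. Grey points are other good probes of the gene and open circles are the fold printed in the paper. Dashed lines mark log2 ratios of -1 and 1. The filled point of BIRC6 lies at -0.19 and that of DST at 1.49, while probes without a name match their printed folds.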

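SRPX2, which encodes a secreted sushi repeat protein that binds the urokinase receptor, fell from a normalized signal of 1411 on the control array to 213 on the LEMD1 siRNA array. This is a log2 ratio of -2.73, or 6.62-fold, and places it 9th in the order of falls among named genes, by the probe taken, and 16th among all good probes. LEMD1 fell from 277.9 to a level near background, at least 10.1-fold. Both genes were also low on the array labelled MIA2 siRNA, where SRPX2 was at 153, 9.21-fold below control, and LEMD1 at least 6.57-fold below it. On the arrays labelled TANGO siRNA and MATE2 siRNA the pair parted: LEMD1 was 11.5-fold and 3.64-fold above control, while SRPX2 was 13.9-fold and at least 44.9-fold below it.
The ratio to control on the array labelled MIA siRNA was 0.720 for SRPX2 and 0.702 for LEMD1. The ratio to the median of the 5 other arrays was above 1 for SRPX2, with a log2 ratio of 0.48, since 3 of these arrays held less of it than the LEMD1 siRNA array. With normexp background correction, no background correction or 50 added to the signal, the bound for LEMD1 was a log2 ratio of -2.04, -1.89 or -2.08. PLAUR, whose product the paper names as a partner of SRPX2, was lower as given with the urokinase list, and HGF, hepatocyte growth factor, which it also names, had a log2 ratio of 0.23. PLAU, which encodes urokinase, had -0.50 and MET, the receptor of HGF, -0.24. The ratio was -0.01 for IL6, -0.41 for STAT3, -0.78 for VEGFA, an angiogenic factor, and -0.55 for EGFR, whose other probes were at 0.05 and -0.03. From the size of its fall on LEMD1 knockdown, the paper reasons that SRPX2 is a gene to follow downstream of LEMD1.

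**Figure D3:**
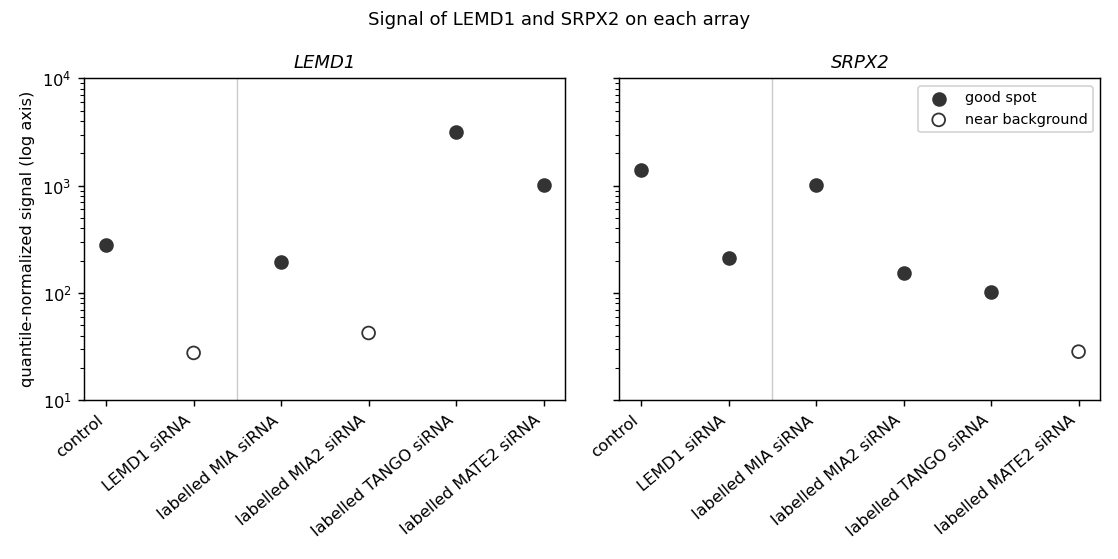
Quantile-normalized signal of LEMD1 and SRPX2 (y axis, log scale) on each of the 6 arrays (x axis), 1 array per condition. Filled points are good spots and open points are near background, and the grey line parts the arrays of the paper, control and LEMD1 siRNA, from the 4 labelled for other siRNAs; SRPX2 is 1411 on control and 213 on LEMD1 siRNA.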

We confirmed that *LEMD1* knockdown reduce the expression levels of LEMD1 and SRPX2 (Figure 1A). Although this gene is frequently overexpressed in several malignancies [11,13,14,15,16,17,18,19,20,21,24], its expression in OSCC has not been reported. We performed further experiments to investigate the function of SRPX2 in OSCC.

### 2.2. Expression and Prognosis of SRPX2 in OSCC Specimens by Immunohistochemistry 

We next used immunohistochemistry to examine the expression of SRPX2 in 161 OSCC cases. SRPX2 was not present or scarcely expressed in non-neoplastic oral mucosa (Figure 2A). SRPX2 immunoreactivity was observed in 45 of the 161 OSCC cases (28%) and was predominant in the cytoplasm of OSCC cells (Figure 2B). Cytoplasmic expression of SRPX2 is found in other cancers [13,17,19,21], and our results are consistent with those reports. The correlation of SRPX2 with clinicopathological indexes is summarized in Table 2. SRPX2 immunostaining was significantly correlated with nodal metastasis (P = 0.028) in OSCC. Only 27 of the 118 patients (22.9%) without nodal involvement were SRPX2-positive, whereas 18 of 43 patients (41.9%) with nodal metastasis were SRPX2-positive. Further, significant relationships were found between SRPX2 expression and microvessel density (MVD) (P = 0.0111) and lymphovessel density (LVD) (P = 0.0129) (Figure 2C). We also verified that uPAR and HGF expression were strongly related to MVD and/or LVD in the OSCC specimens (submitting). There was no significant association between SRPX2 expression and other clinicopathological factors. 

During the follow-up period, local or nodal recurrence occurred in 45 of the 161 patients. Of the 45 patients with recurrence, 26 (57.8%) displayed SRPX2 expression, whereas only 19 (16.4%) of 116 patients without recurrence were SRPX2-positive (Table 2). We next determined the association between SRPX2 expression and disease-free survival (DFS) in patients with OSCC using the Kaplan–Meier method. The DFS curves showed significantly worse outcomes in cases with SRPX2 expression than in patients who were SRPX2-negative (*p* < 0.0001) (Figure 2D). However, the overall survival rates were not associated with SRPX2 expression levels in OSCC (data not shown).

### 2.3. Gene Expression and Concentration of SRPX2 in OSCC Specimens

We then compared the SRPX2 and LEMD1 expressions in cancerous and surrounding non-cancerous mucosa of 26 OSCC patients. As shown in Figure 3A, the expression levels of SRPX2 were elevated in tissues with OSCC compared with its expression in non-neoplastic mucosal tissues (*p* < 0.001). Additionally, the expression levels of LEMD1 and SRPX2 were strongly correlated in the OSCC tissues (Figure 3B) (*p* = 0.0122). Since SRPX2 is a receptor and binding partner of HGF and uPAR, respectively [11,23,24], we next compared the expression levels of uPAR and HGF. The expression levels of SRPX2 were also strongly correlated with those of uPAR (Figure 3C) (*p* = 0.0133) and HGF (Figure 3D) (*p* = 0.0044) in OSCC tissues. 

### 2.4. Expression of SRPX2 and the Effects of uPAR and HGF on the Secretion of SRPX2 in OSCC Cells

Subsequently, we performed a cell-based analysis. Since SRPX2 is a secretory factor [11,12], we next investigated the secretion status of SRPX2 in the presence of uPAR or HGF in OSCC cells by enzyme-linked immunosorbent assay (ELISA). As shown in Figure 4, OSCC cells with recombinant uPAR or HGF treatment increased the secretion of SRPX2 into the culture supernatant, whereas its effect was suppressed by neutralization treatment with SRPX2 antibody.

### 2.5. Effect of SRPX2 on Angiogenesis and Lymphangiogenesis of OSCC Cells

Next, we investigated the effect of *SRPX2* knockdown on the interaction between HSC3 cells and endothelial cells (Figure 5A). The downregulation of *SRPX2* in HSC3 cells caused a decrease in transmigration ability of human umbilical vein endothelial cells (HUVECs) and human dermal lymphatic microvascular endothelial cells (HDLMVECs) (Figure 5B). Furthermore, adhesion ability to HUVECs and HDLMVECs was also suppressed in HSC3 cells with decreased expression of *SRPX2* (Figure 5C). We next confirmed the influence of the CM of SRPX2-producing HSC3 cells on cell growth in endothelial cells. As shown in Figure 5D, the cell growth of endothelial cells was significantly enhanced by the addition of CM derived from control HSC3 cells, while uPAR antibody treatment was suppressed the proliferation ability of HUVECs. The growth ability of HUVECs and HDLMVECs was also suppressed by HGF antibody treatment. We speculated that this was because HGF was involved in lymphangiogenesis as well as angiogenesis [11,25]. Furthermore, the treatment of endothelial cells with the CM from *SRPX2*-downregulated HSC3 cells resulted in attenuation of cell proliferation. 

### 2.6. Effect of SRPX2 on the Drug Resistance of OSCC Cells

Since SRPX2 is related to cisplatin resistance in esophageal cancer cells [22], we finally verified the effects of SRPX2 on OSCC cell tolerance to platinum anticancer drugs. We used a multidrug-resistance assay kit that can measure the efflux of a fluorescent dye that binds to cell surface ATP-binding cassette (ABC) transporters. We have already confirmed that OSCC cells overexpress ABC transporters [3]. *SRPX2* knockdown restored sensitivity to nedaplatin and cisplatin in OSCC cells (Figure 5D). Additionally, co-treatment with *SRPX2* siRNA and platinum anticancer drugs reduced drug resistance in a dose-dependent manner. However, we did not identify any associations (data not shown). In summary, the results suggest that SRPX2 may act as a tumor-promoting factor for OSCC by acquiring angiogenic and lymphangiogenic abilities and creating anticancer drug resistance.

## 3. Discussion

LEMD1 is a CT antigen that is overexpressed in several malignancies [5,6,7,8,9]. We previously reported that LEMD1 is closely involved in tumor progression, nodal metastasis, and worse OSCC outcomes by acquiring invasiveness and angiogenic and lymphangiogenic potential [10]. Because CT antigens are useful targets for cancer vaccination and immunotherapy through the activation of cytotoxic T lymphocytes [26], *LEMD1* may be a useful candidate for molecular targeted therapy for OSCC. However, little is known about *LEMD1* downstream signaling in cancer. In our present study, we used a cDNA microarray to perform gene expression profiling, and we identified *SRPX2* as a novel gene related to *LEMD1*. We also showed that SRPX2 contributes to reinforced drug resistance to platinum agents, angiogenesis, and lymphangiogenesis in OSCC cells. Cisplatin induces cancer cell death by inhibiting DNA replication, and nedaplatin is a platinum drug with less nephrotoxicity [3,22]. Combination therapy centered on cisplatin is often given as the first-line chemotherapy for OSCC, whereas chemoresistance remains a major problem in OSCC treatment [3]. Moreover, cetuximab, an anti-epidermal growth factor receptor (EGFR)-specific chimeric monoclonal antibody, and nivolumab, an anti-programmed cell death-1 receptor (PD-1)-specific monoclonal antibody, are the only molecularly targeted drugs used for OSCC, and their therapeutic effects remain controversial [3,27]. Our study has demonstrated that the LEMD1-SRPX2 system is associated with resistance to cisplatin and nedaplatin in OSCC cells. However, further in vitro and animal studies are necessary to clarify the link between SRPX2 and other chemotherapeutic drugs, radiation therapy, etc.

There was a significant correlation between SRPX2 expression and lymph node metastasis in the immunohistochemical analysis of OSCC patients. Additionally, the DFS of SRPX2-positive cases determined via immunostaining was significantly worse than that of SRPX2-negative cases. In the gene expression analysis, *SRPX2* was more highly expressed in cancer tissues than in normal oral mucosa, and in cancer tissues, *SRPX2* expression levels were significantly correlated with those of *LEMD1*. Our present results are generally consistent with those of previous reports of other cancers and SRPX2. SRPX2 acts as a tumor-promoting factor that promotes proliferation, invasion, and metastasis in various cancers [11,13,14,15,16,17,18,19]. Further, *SRPX2* expression is implicated in poor prognoses of cancer of the stomach [13], pancreas [17], liver [20], and prostate [21], and in glioblastoma [18] and osteosarcoma [19]. The following ten key alterations are fundamental to malignant transformation and cancer progression: self-sufficiency in proliferative signals, insensitivity to growth-inhibitory signals, the avoidance of destruction of the immune system, the ability to invade and metastasize, tumor-promoting inflammation, limitless replicative capacity, sustained angiogenesis, genetic instability and mutation, resistance to cell death, and deregulated cellular metabolism [28]. Several studies have been conducted to date regarding the above ten changes in cancer. However, OSCC-specific diagnostic and therapeutic targets require further elucidation. A differential comprehensive gene expression analysis will be beneficial for discovering novel tumor markers. Further large-scale studies using clinical samples (tissue sections, frozen material, blood, saliva, etc.) will be essential for the usefulness of SRPX2 as a tumor marker for OSCC.

SRPX2 is a secreted protein that contains three sushi motifs. It is involved in protein–protein or protein–carbohydrate interactions. It also contains one hyaline domain, which appears to be related to cellular adhesion [11,13,23]. SRPX2 binds to uPAR via a ligand/receptor interaction, and SRPX2 mutations have been shown to lead to an increased SRPX2/uPAR binding affinity [11]. More interestingly, SRPX2 can promote the proliferation ability of endothelial cells by binding to HGF in a dose-dependent manner [11]. The expression levels of *SRPX2* in our OSCC samples were well correlated with those of not only *LEMD1* but also *uPAR* and *HGF*. The secretion levels of SRPX2 in the ELISA of our OSCC samples were well correlated with those of not only LEMD1 but also uPAR and HGF. Further, SRPX2 secretion levels were increased in OSCC cells containing recombinant proteins of uPAR and HGF in the culture medium. Our results suggest that the interaction of SRPX2 with uPAR and HGF may increase the secretory levels of SRPX2 via an autocrine loop in OSCC cells. SRPX2 expression is regulated by *miR-149* [14] and *miR-192/215* [15], but the mechanism of SRPX2 expression regulation and activation in cancer is not well understood. Interestingly, *miR-149* has been shown to be involved in tumor progression by regulating the interleukin-6 (IL-6)/signal transducer and activator of transcription 3 (STAT3) pathway in esophageal [29] and gastric cancer [30]. In addition, IL-6 is a useful salivary biomarker in OSCC and its expression in cancer tissues has also been shown to be involved in tumor progression [31]. LEMD1-SRPX2-IL-6 signaling may be an important pathway in the development and growth of OSCC. Further research is being conducted to clarify the activation mechanism of SRPX2 in malignancies.

Previous reports have demonstrated that the CM of SRPX2-producing cancer cells strikingly intensifies the cell proliferation of vascular endothelial cells [11,24]. In this study, CM derived from HSC cells markedly enhanced the proliferative capacity of HUVECs and HDLMVECs, whereas their effects were offset by neutralization with uPAR and/or HGF antibodies. Moreover, SRPX2 was revealed to regulate the growth of vascular and lymphatic endothelial cells and adhesion between HSC3 cells and endothelial cells. Since the interaction between SRPX2 and uPAR is facilitated by angiogenesis [23,24] and because HGF is involved in both lymphangiogenesis and angiogenesis [11,25], our results almost fall in line with those reports. Angiogenesis, the growth of new blood vessels, and lymphangiogenesis, the development of new lymphatic vessels, are pivotal events for tumor progression and metastasis [32]. The vascular endothelial growth factor (VEGF) family has been shown to play essential roles in angiogenesis and lymphangiogenesis, and we have demonstrated that strong expression levels of VEGF-A, -C, and -D are markedly related to tumor progression, nodal metastasis, and poor prognosis [32]. However, the mechanisms and roles of angiogenesis and lymphangiogenesis are extremely complex, and their significance in OSCC remains unclear. Our results suggest that SRPX2 promotes vascular and lymphatic endothelial cell migration, the adhesion of HUVECs and HDLMVECs to cancer cells, and the elevation of MVD and LVD in OSCC. Compared with normal blood vessels, tumoral irregular blood vessels lack pericytes and are attenuated by the delivery of anticancer drug [32,33]. A recent report has suggested that antiangiogenic gene therapy is useful for the prevention and early treatment of malignancies [34]. LEMD1-SRPX2 signaling might be a useful target for anti-angiogenic and lymphangiogenic therapy for OSCC; thus, further studies on this topic are desired. 

In summary, the main results of this study are as follows: (1) *SRPX2* is a novel *LEMD1*-related gene in OSCC, (2) SRPX2 expression is associated with nodal metastasis and the prognosis of OSCC patients, (3) the secretion of SRPX2 from OSCC cells is enhanced by uPAR and HGF, and (4) SRPX2 induces resistance to platinum-based anticancer agents and vascular and lymphangiogenesis in OSCC. These results indicate that SRPX2 can serve as a molecular target for OSCC diagnosis and treatment. However, it is also true that this study is still developing, and there are limits to its conclusions. A detailed analysis on further molecular biological functions and roles of SRPX2 will be performed in future studies.

## 4. Materials and Methods 

### 4.1. Cell Culture

The human OSCC cell lines HSC3 were obtained from the Japanese Collection of Research Bioresources (JCRB) Cell Bank, Osaka, Japan. The cells were authenticated by the JCRB via a short tandem repeat analysis. The cells were maintained in Dulbecco’s modified Eagle’s medium (Wako Pure Chemical, Osaka, Japan) supplemented with 10% fetal bovine serum (Nichirei Biosciences, Tokyo, Japan) under conditions of 5% CO_2_ in air at 37 °C.

Primary HUVECs and primary HDLMVECs were purchased from Cell Applications (San Diego, CA, USA). The HUVECs were cultured in endothelial cell media (Cell Applications), and the HDLMVECs were cultured in microvascular endothelial cell media (Cell Applications), both with 5% CO_2_ at 37 °C. 

### 4.2. Microarray Analysis

We have previously confirmed that OSCC cells express *LEMD1* and that knockdown treatment reduces its expression level [10]. For the microarray analysis, we used HSC3 cells without treatment and with suppressed expression of *LEMD1*. Total RNA was isolated using a RNeasy Mini kit (Qiagen, Venlo, Limburg, The Netherlands) according to the manufacturer’s instructions. Preparations were quantified, and their purity was determined by standard spectrophotometric methods. 

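The deposited scans hold 54359 spots on each array, of which 53423 are gene probes and the others controls. LEMD1, SRPX2 and BIRC6 are each represented by 1 named probe, whereas no probe is named for MIA3 (TANGO), GSX2 or KPNA7. A symbol came from the platform table for 23472 probes, 905 more carry several symbols, 655 were named through their sequence accession, and 28391 have no name, so changes in the genes of these probes are counted by probe but not by gene. The named probes cover 18858 symbols. Good spots numbered 28755 on the control array and 30694 on the LEMD1 siRNA array, or 53.8% and 57.5% of the gene probes. The median signal of negative control spots was 10.1 and 11.6, against a median of 50.6 and 59.1 over the gene probes. Among 24 positive control probes spotted repeatedly, the median SD between spots of 1 array was 0.17 log2 on both of these arrays. This is the spread within an array and does not include that between RNA samples.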

A CodeLink™ Human Whole Genome Bioarray (Applied Microarrays, Tempe, AZ, USA) containing 54,841 probes was used to compare transcriptional profiles between control HSC3 cells and LEMD1 downregulated HSC3 cells. The data analysis was performed with Microarray Data Analysis Tool Ver3.2 (Filgen, Nagoya, Japan). Quantile normalization was performed. 

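The deposited normalized table holds intensity on a linear scale, not centred, with column medians of 51.5 for control, 51.6 for MIA siRNA, 51.5 for MIA2 siRNA, 51.6 for TANGO siRNA, 51.4 for MATE2 siRNA and 51.7 for LEMD1 siRNA. Quantile normalization of the scanner values over all 54359 spots of the 6 arrays gave this table within 0.293% of the value plus 1 at every spot, control spots included. Spots without a positive value are set to 0.001 in it, which applies to 1022 spots of the control array. In the values used here, control spots and masked spots were left out of the normalization. The log2 ratio of SRPX2 was -2.70 in the deposited table and -2.73 in these values.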

The microarray data used in this study have been deposited in the national center for biotechnology information (NCBI) Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) and can be accessed through GEO Series accession number GSE80347.

### 4.3. Tumor Specimens

Formalin-fixed, paraffin-embedded samples from 161 primary OSCC cases (89 males and 72 females, mean age 65.6 years, range 42–88 years) were evaluated via immunohistochemistry. Fresh-frozen samples from 26 OSCC cases and corresponding non-neoplastic mucosa samples were utilized for the quantitative reverse transcription PCR (qRT-PCR) analysis. All specimens were preoperatively untreated cases that were chosen at random from the Nara Medical University Hospital, Kashihara, Nara, Japan. Tumor stage and OSCC histological grade were determined according to the UICC TNM classification system, 8th edition [35], and WHO criteria [36], respectively. Medical records were obtained from the patient database managed by the hospital. Written informed consent for using the tissue samples was obtained from the patients. All experiments with human samples were performed according to the Declaration of Helsinki and were approved by the Ethical Committee of Nara Medical University (Approval number. 719).

### 4.4. Immunohistochemistry

Consecutive 3-μm sections were cut from each block and subjected to immunohistochemical staining. An immunoperoxidase technique was applied following antigen retrieval with microwave treatment (95 °C) in citrate buffer (pH 6.0) for 45 min. The sections were pretreated with 3% H_2_O_2_-methanol to block endogenous peroxidase activity at room temperature, and the specimens were incubated in 10% skim milk solution (Morinaga Milk, Tokyo, Japan) for 20 min at room temperature to avoid false-positive antibody reactions. Anti-SRPX2 (LifeSpan BioSciences, Seattle, WA, USA; dilution at 1:100), anti-CD34 (Abcam, Cambridge, UK; dilution at 1:150), and anti-LYVE-1 antibodies (Abcam; dilution at 1:100) were used as the primary antibodies. After incubating overnight at 4 °C, the sections were incubated with the secondary antibody, peroxidase-conjugated anti-rabbit antibodies (Medical & Biological Laboratories, Nagoya, Japan; dilution at 1:200), at room temperature for 30 min. The specimens were color-developed with diaminobenzidine (DAB) solution (Dako, Carpinteria, CA, USA) and counterstained with Meyer’s hematoxylin (Sakura Finetek, Tokyo, Japan). 

The immunoreactivity of SRPX2 was classified according to Allred’s score (AS) [29] and divided into four grades: Grade 0, AS = 0; Grade 1, AS = 2–4; Grade 2, AS = 5–6; and Grade 3, AS 7–8. Cases classified as Grade 2 and 3 were considered immunologically positive [10,37]. The MVD and LVD were measured on anti-CD34 and anti-LYVE-1 antibody immunopositive specimens, respectively. To quantify MVD or LVD, five maximum vessel density fields were selected from around the tumor cells (the “hot spot”) and examined under microscopy at 200-fold magnification; the results were averaged [32].

### 4.5. RNA Extraction and Quantitative Reverse-Transcription Polymerase Chain Reaction

Total RNA was extracted using an RNeasy Mini kit (Qiagen), and 1 μg of total RNA and the ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan) were used to synthesize the cDNA. qRT-PCR was performed on a StepOnePlus Real-Time PCR System (Applied Biosystems; Thermo Fisher Scientific) with TaqMan Fast Universal PCR Master Mix (Applied Biosystems; Thermo Fisher Scientific), and the results were analyzed using the relative standard curve quantification method. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) mRNA was used as the internal control. The TaqMan Gene Expression Assays for *SRPX2* (identification number: Hs00997585_m1), *LEMD1* (identification number: Hs01077215_m1), and *GAPDH* (identification number: Hs03929097_g1) were purchased from Applied Biosystems (Thermo Fisher Scientific). 

### 4.6. ELISA for SRPX2, uPAR, and HGF

A small piece (approximately 10 mm^3^) of homogenized tumor tissues and cell culture medium was collected and centrifuged at 4 °C for 10 min. Proteins in the supernatant were then extracted using M-PER Mammalian Protein Extraction Reagent. An ELISA was used to measure the protein concentrations of SRPX2 (LifeSpan BioSciences), uPAR (Abcam), and HGF (Proteintech Rosemont, IL, USA). The assays were performed according to the manufacturers’ instructions and in triplicate. The presented data are the means of three independent experiments.

### 4.7. Small Interfering RNA

To suppress endogenous gene expression, the cells were treated with small interfering RNA (siRNA). Silencer Select RNAi for SRPX2 (identification number: s26078) and LEMD1 (identification number: s41117) was purchased from Ambion (Thermo Fisher Scientific), and AllStars Negative Control siRNA (Qiagen) was used as a control. The cells were transfected with 10 nmol of siRNA using Lipofectamine 2000 (Invitrogen; Thermo Fisher Scientific) according to the manufacturer’s recommendations.

### 4.8. Treatment with Recombinant Protein and SRPX2-Conditioned Medium

The HSC3 cells were treated with 0, 5, and 10 nM recombinant human uPAR (Abnova, Taipei, Taiwan) and HGF (Abnova) for 48 h at 37 °C, and an ELISA was performed. To generate CM, negative siRNA or *SRPX2* siRNA-treated HSC3 cells were incubated at 37 °C. The medium of the sub-confluent HSC3 cells was changed to Opti-MEM reduced serum medium (Thermo Fisher Scientific, Waltham, MA, USA), and the CM was collected after further culturing for 24 h [24,37].

### 4.9. Cell Proliferation of Endothelial Cells and Assays of Interactions between OSCCs and Endothelial Cells

Endothelial cells were cultured with only endothelial growth media, microvascular endothelial growth media, or each CM and seeded at a density of 2000 cells per well in 96-well tissue culture plates and incubated for 48 h at 37 °C. Anti-uPAR (Santa Cruz Biotechnology, Santa Cruz, CA, USA) and anti-HGF antibodies (Santa Cruz Biotechnology) were added at a concentration of 2 μL/mL for 2 h to endothelial cells cultured in CM and treated with negative siRNA. A cell growth assay was performed using Cell Counting Kit-8 (Dojindo Laboratories, Kumamoto, Japan) [37]. The interactions of HSC3 cells and endothelial cells were tested using a CytoSelect Tumor-Endothelium Adhesion Assay (Cell Biolabs, San Diego, CA, USA) and CytoSelect Tumor Transendothelial Migration Assay systems (Cell Biolabs), as described in our previous reports [3,10]. Briefly, a suspension of fluorescently labeled OSCC cells was cultured with a monolayer of endothelial cells and lysed in lysis buffer. Absorbance at 450 nm (to measure cell growth) and 480/520 nm (to measure adherent or migrating cells) was determined using a Multiskan GO Microplate Spectrophotometer (Thermo Fischer Scientific). 

### 4.10. Anticancer Resistance Assays 

HSC3 cells were treated with 0, 1, 2.5, 5, and 10 μM cisplatin (Wako Pure Chemical) or nedaplatin (Wako Pure Chemical). After 24 h, drug resistance was monitored using a MarkerGene Multiple Drug Resistance Microtiterplate Assay Kit (Marker Gene Technologies, Eugene, OR, USA). Drug resistance was measured with a SpectraMax M2 multi-detection microplate reader (Molecular Devices, Sunnyvale, CA, USA) at an emission wavelength of 504 nm and an excitation wavelength of 538 nm.

### 4.11. Statistical Analysis

The statistical analyses were performed using Fisher’s exact test, the Student’s t-test, Welch’s t-test, and the Mann–Whitney U-test. The DFS was analyzed using the Kaplan–Meier method and compared among groups using the log-rank test. All statistical analyses were conducted using JMP13 (SAS Institute, Cary, NC, USA), and a P value < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
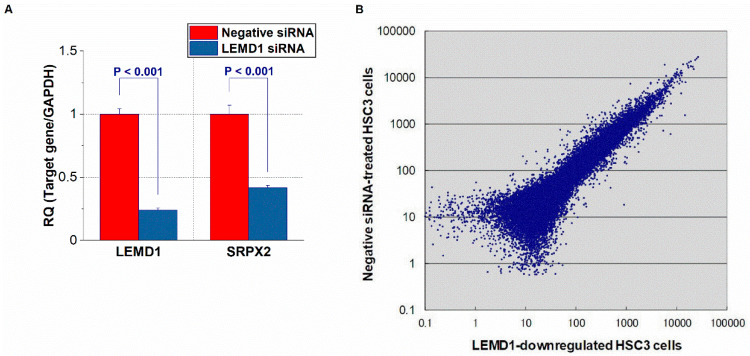
Microarray analysis of HSC3 cells with suppressed *LEM domain containig 1* (*LEMD1*) expression. (**A**) Expression of LEMD1 in control HSC3 cells and HSC3 cells with down regulation of *LEMD1*. (**B**) Scatter plot of gene variation in HSC3 cells and *LEMD1*-downregulated HSC3 cells in the microarray analysis. *p* value < 0.05 was regarded ad statistically significant.

**Figure 2:**
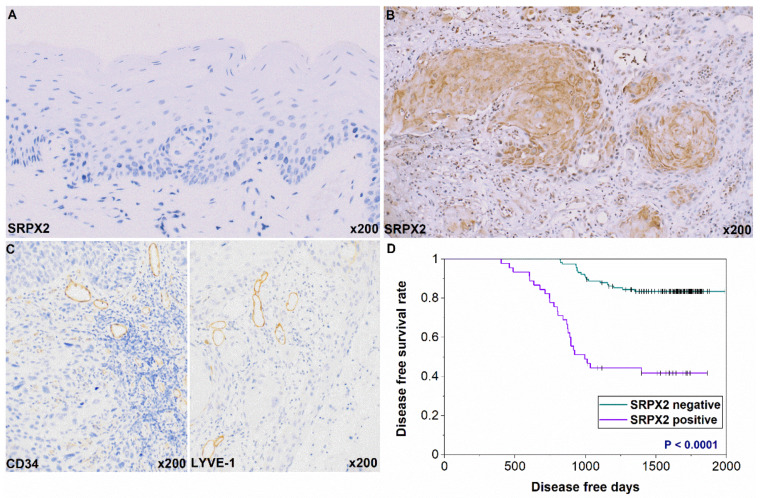
Expression of sushi repeat containing X-linked 2 SRPX2 in oral squamous cell carcinoma (OSCC) patients. (**A**) Weak and/or no SRPX2 expression was detected in normal oral mucosa. (**B**) SRPX2 expression was observed in the cytoplasm in OSCC. (**C**) CD34-positive blood vessels and LYVE-1-positive lymph vessels in OSCC. (**D**) Disease-free survival curve of cases with and without SRPX2 expression. Original magnification was 200×. HE, hematoxylin and eosin.

**Figure 3:**
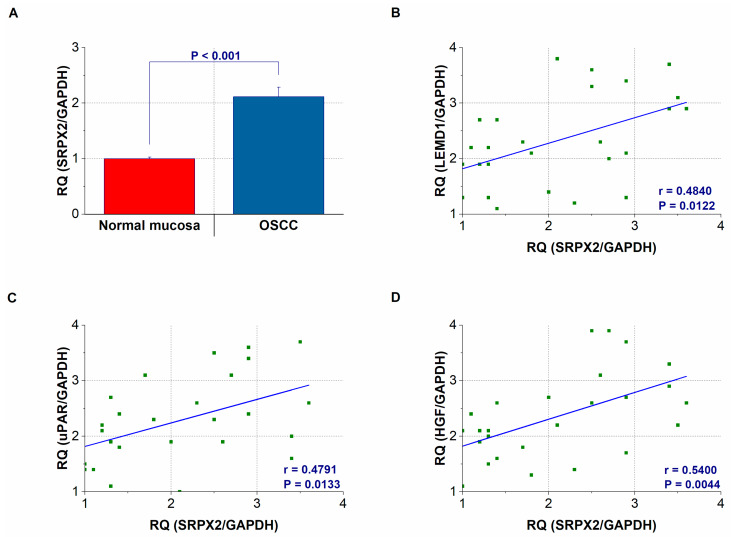
Gene expression and secretion of sushi repeat containing X-linked 2 (SRPX2). (**A**) *SRPX2* expression levels in oral squmous cell carcinoma (OSCC) and non-cancerous oral mucosa. (**B**–**D**) The expression levels of SRPX2 are correlated with those of LEMD1 (**B**), urokinase plasminogen activator receptor (uPAR) (**C**), and hepatocyte growth factor (HGF) (**D**) in OSCC tissues. Error bar, standard deviation (SD). RQ: relative quantification.

**Figure 4:**
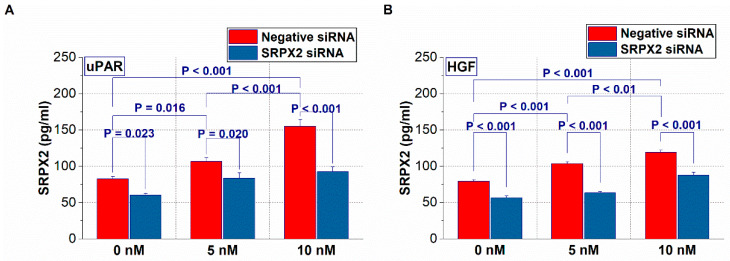
The changes in sushi repeat containing protein X-linked 2 (SRPX2) secretion levels by urokinase plasminogen activator receptor (uPAR) (**A**) and hepatocyte growth factor (HGF) (**B**) recombinant proteins in HSC3 cells. Error bar, standard deviation (SD).

**Figure 5:**
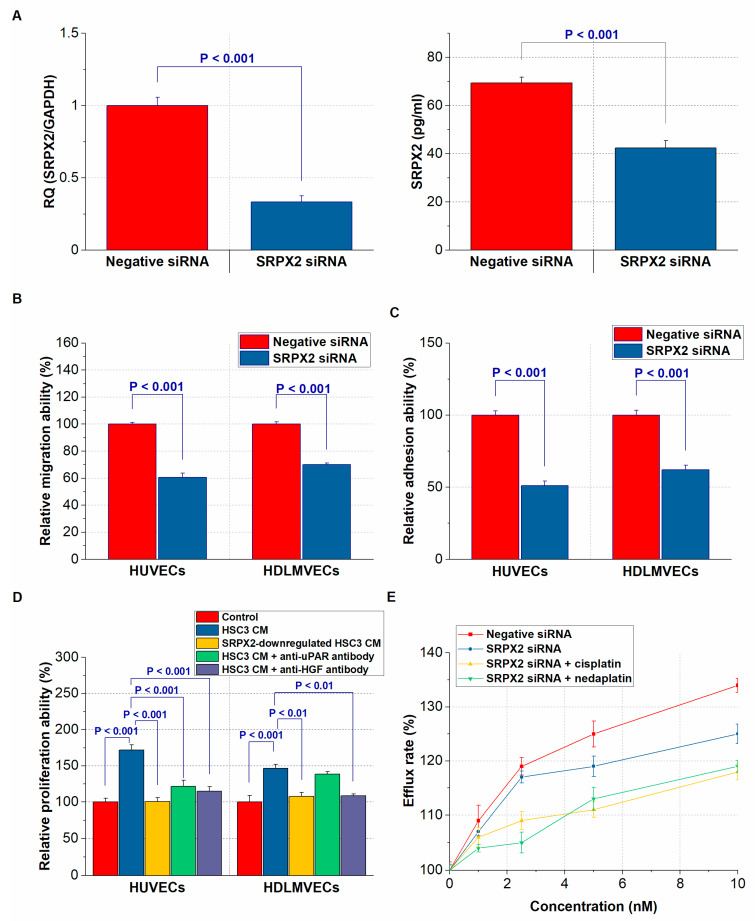
In vitro functional analysis of *sushi repeat containing X-linked 2 (SRPX2)* on endothelial cells and chemosensitivity. (**A**) The expression and secretion change of SRPX2 by *SRPX2*-knockdown treatment in HSC3 cells supernatant. (**B**) The regulation of migration of human umbilical vain endothelial cells (HUVECs) and human dermal lymphatic microvascular endothelial cells (HDLMVECs) by *SRPX2*. (**C**) The modulation of adhesion between endothelial cells and HSC3 cells by *SRPX2*. (**D**) The conditioned medium (CM) of SRPX2-producing HSC3 cells promotes the proliferation of endothelial cells, whereas their effects are offset by uPAR and HGF antibodies. (**E**) The influence of *SRPX2* on the resistance of HSC3 cells to platinum agents.

**Table 1:** The Ten Most Unregulated or Downregulated Genes Except *LEMD1* in *LEMD1* Knockdown OSCC Cells Compared to Control Cells.

Downregulated		Upregulated	
Gene	Fold (*LEMD1* Knockdown/Control)	Gene	Fold (*LEMD1* Knockdown/Control)
*CEACAM6*	0.054	*MRPL2*	12.481
*ESM1*	0.066	*GSX2*	10.285
*PHLDA1*	0.101	*KRT5*	9.615
*BIRC3*	0.113	*BIRC6*	8.474
*CALB2*	0.115	*GSTA4*	8.446
*DHRS9*	0.121	*FOS*	7.613
*KPNA7*	0.130	*AKR1B10*	7.591
*SOX9*	0.135	*BOLA3*	7.575
*SERPINE2*	0.140	*AHSG*	7.131
*SRPX2*	0.154	*DST*	6.435

**Table 2:** Relationship between SRPX2 Expression and Clinicopathological Parameters.

	SRPX2 Expression		
Parameters	− (%)	+ (%)	*p* Value *
Gender			
Male	61 (68.5)	28 (31.5)	
Female	55 (76.4)	17 (23.6)	0.2938
Age			
<65	54 (75)	18 (25)	
>65	62 (69.7)	27 (30.3)	0.4844
Site			
Tongue	60 (66.7)	30 (33.3)	
Gingiva	42 (80.8)	10 (19.2)	
Buccal mucosa	7 (70)	3 (30)	
Other	7 (77.8)	2 (22.2)	0.3305
Histology			
Well	57 (75)	19 (25)	
Moderately, Poorly	59 (69.4)	26 (30.6)	0.4839
T classification			
T1-T3	81 (74.3)	28 (25.7)	
T4	35 (67.3)	17 (32.7)	0.3554
Clinical stage			
I-II	79 (75.2)	26 (24.8)	
IV	37 (66.1)	19 (33.9)	0.2688
Nodal metastasis			
Negative	91 (77.1)	27 (22.9)	
Positive	25 (58.1)	18 (41.9)	0.0280
MVD	25.128 ± 14.741	33.109 ± 23.841	0.0111
LVD	20.245 ± 13.894	27.136 ± 19.583	0.0129

The relationship between expression of sushi repeat containing protein X linked-2 (SRPX2) and each factor was calculated by Fisher’s exact test or chi-square test. The differences of the microvessel density (MVD) and lymphovessel density (LVD) among groups were analyzed by unpaired parametric *t*-test. MVD and LVD were Means ± S.D. (standard deviation), each S.D. was less than 10% in all cases. T classification and clinical stage were classified according to the TNM classification.* *p* value < 0.05 was regarded as statistically significant.

## Abbreviations

OSCC	oral squamous cell carcinoma
LEMD 1	LEM domain containing 1
SRPX2	sushi repeat containing protein X-linked 2
uPAR	urokinase plasminogen activator receptor
HGF	hepatocyte growth factor
MVD	microvessel density
LVD	lymphovessel density

How the deposited data were processed for this re-analysis (not part of the article)

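Gene expression was measured in HSC3 cells, a human oral squamous carcinoma line, on 6 one-colour CodeLink Human Whole Genome Bioarrays labelled with Cy5. The labels give 1 array each for control, LEMD1 siRNA, MIA siRNA, MIA2 siRNA, TANGO siRNA and MATE2 siRNA, and the paper reports on the control and LEMD1 siRNA arrays. Conditions were taken from the labels of the deposited samples. The array section of the methods describes the control cells as untreated and the deposited design describes them as treated with a control siRNA; the control array was used as the comparator in either case.

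The deposited scanner files hold the intensity of each spot, exported with CodeLink Expression Analysis 5.0.0.31312 per the file headers. The value used is the mean brightness of the spot less the median of its local background, which was checked on every unmasked spot and held within 0.0001. A deposited normalized table was made by the authors by quantile normalization with the Microarray Data Analysis Tool. It is linear, not centred and not on a log scale, and no unit, scale or direction of it stays unknown: quantile normalization of the scanner values over all spots gave every value of the table within a tolerance of 1% of the value plus 1.

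From the scanner values, gene probes masked by the manufacturer on any array (320) were left out, the values were quantile normalized over the 6 arrays, values under a floor of 1 were set to it, and log2 was taken. Probes were compared where the scanner flag was good on the arrays in question. Where a gene has several probes, the one with the highest mean log2 signal over the 6 arrays was taken, and other good probes are given for genes named as changed where they were not changed by 2-fold in the same direction. Symbols came from the platform table, updated to current symbols, or from the sequence accession where the table gives none. TANGO is a name of MIA3 and MATE2 of SLC47A2.

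Each comparison rests on 1 array against 1 array, so no test between conditions was run and no p-value or error of a ratio is given. Percentiles among random lists and ranges over shuffled gene orders or resampled windows describe these arrays alone. A change means a log2 ratio of at least 1 in size, that is 2-fold. This rule was tested on simulated data of the same layout. It called 100 of 100 probes changed 4-fold, 97 of 100 changed 3-fold and 16 of 28500 unchanged probes. These rates hold for the simulated noise alone. Between the array labelled MIA siRNA and control, 242 of 26688 probes passed the rule, which can include real changes. The number of good spots per array ranged from 27589 on the array labelled MIA2 siRNA to 30694 on the LEMD1 siRNA array, and signal over background limits what can be called: 24298 gene probes were near background on the control array.

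The results to report, 24 gene lists with 527 genes, the alternatives and the rule for named genes were written before the data were examined. The rule takes LEMD1, SRPX2, the genes of Table 1, the other siRNA targets, other genes fixed from the subject of the paper, the 10 largest falls and 10 largest rises among bright good probes, genes apart on the LEMD1 siRNA array from all 5 others, and up to 4 members of each list with the largest change. Some list members that the rule takes are counted in their lists and are not named. Values of the paper's Table 1 had been seen when the rule and the lists were written. Members named beyond the rule, where a list has 5 or fewer changed members and for the arrays the paper does not report on, were chosen after their values were seen. The median log2 ratio of each list was set beside those of 10000 random lists of the same size, matched on 10 levels of signal.

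The alternatives were scaling each array to its median, quantile normalization of the control and LEMD1 siRNA arrays alone, normexp background correction with an offset of 50, no background correction, the deposited normalized table, a good flag on at least 1 array, bright good probes alone, no filter on flags, the median of the 5 other arrays as comparator, 50 added to the signal, and the mean over the good probes of a gene. Alternatives added after seeing the data were normalization without the arrays labelled TANGO siRNA and MATE2 siRNA, the array labelled MIA siRNA as comparator, the lists without the genes of Table 1, and all alternatives of the shares of probes shared with the array labelled MIA2 siRNA.

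Shared changes were set beside the overlap of independent lists and beside 100 simulations of unchanged arrays that share a control array. Genes were also put in order along the chromosomes, and the spread of the median log2 ratio over windows of about 50 neighbouring genes was divided by its mean over 1000 shuffled gene orders, with a 95% range from resampling the windows. Probes without a name entered counts of probes and no count of genes. The targets MIA, near background on all 6 arrays, and MIA3, with no named probe, have no ratio. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp.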

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

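Every test of an explanation in this part was chosen only after the results were seen, as were the overlap of the higher probes and the comparison without a shared array. All results here involve the 4 arrays that the paper does not report on.

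The LEMD1 siRNA array shared most of its changes with the array labelled MIA2 siRNA: of 640 probes lower on the former and measured on both and on control, 421 (65.8%) were also lower on the latter, where independent lists would share 24.1, and of 425 higher probes 301 (70.8%) were also higher, against 12.3. The single control array behind both comparisons could produce shared changes, but with the array labelled MIA siRNA in its place for LEMD1 siRNA 63.1% of the lower and 51.5% of the higher probes were shared, and the overlap of the lower was 16.4 times that of independent lists, which argues against it as the whole cause. Whether 1 knockdown is on both arrays through a mislabelled sample, or 2 treatments had like effects, was not decided. Only 254 probes differed by 2-fold between these arrays, near the 242 between control and the array labelled MIA siRNA. The MIA2 probe above background had a ratio of 1.09 on the array labelled MIA2 siRNA. LEMD1 was at least 6.57-fold lower there than on control. The other MIA2 probe was near background on all 6 arrays. A mislabelled sample would give such values, but they rest on 1 MIA2 probe and 1 array per condition. Whether a low LEMD1 level is behind the changes stays open, since SRPX2 was also lower where LEMD1 was above control. This held on the arrays labelled TANGO siRNA and MATE2 siRNA, which shared 259 and 238 of the lower probes. Effects of an siRNA on other transcripts than its target were not tested.

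The arrays labelled TANGO siRNA and MATE2 siRNA stood apart: 2901 and 3356 probes were at least 2-fold changed against control, and SLC47A2, the transporter gene also called MATE2, was 25.6-fold and 19.0-fold lower, while LEMD1 was 11.5-fold higher on the array labelled TANGO siRNA. The spread of medians over windows of neighbouring genes was 2.04 times that of shuffled gene orders on the array labelled TANGO siRNA (95% range 1.81 to 2.25 on resampling the windows) and 1.83 times on that labelled MATE2 siRNA (1.62 to 2.01). It was 1.15 for LEMD1 siRNA (1.03 to 1.26), also above all 1000 shuffled orders, 1.14 for the array labelled MIA2 siRNA, which 1 shuffled order reached, and 1.05 for the array labelled MIA siRNA, which 128 shuffled orders reached. Shifts of neighbouring genes together are consistent with another cell population on these arrays, such as a subline with other copy numbers, which is a hypothesis. Effects of the treatments themselves, with neighbouring genes regulated together, were not tested and stay open.

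Probes at least 2-fold changed against control numbered 242 on the array labelled MIA siRNA. Their number was 1716 on the array labelled MIA2 siRNA.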

How the results depend on the processing

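The alternatives with the array labelled MIA siRNA as comparator, without the arrays labelled TANGO siRNA and MATE2 siRNA and without the genes of Table 1, and all alternatives of the shares, were chosen only after the results were seen. No paired analysis was possible because there is 1 array per condition. Over 137 named genes and gene lists, LEMD1 and SRPX2 aside, 1593 of 1783 values under alternatives stayed within the spread of ratios at like signal, 184 moved without a called value changing sign and 6 reversed, all 6 against the median of the 5 other arrays. SRPX2 fell in every alternative but that one, at log2 ratios of -2.25 to -2.77, and 16 or 17 genes of Table 1 passed the rule in every alternative but that one, with 13. Of all alternatives, the median of the 5 other arrays moved or reversed the most results. SRPX2, HERC5, IRF7, SPRR1B, ID3 and TIMP2 were changed the same way against control on the arrays labelled MIA2, TANGO and MATE2 siRNA. For these genes that median carries the change itself and cannot show it. Probes near background, 24298 on the control array, give no ratio or only a bound. The counts apart from all arrays, and shares on the same terms, were not had with quantile normalization of the control and LEMD1 siRNA arrays alone or with another comparator; with the array labelled MIA siRNA as comparator for LEMD1 siRNA and control for the array labelled MIA2 siRNA, 63.1% of lower and 51.5% of higher probes were shared. Where no construction is named below, the cause was not tested.

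Against 707 lower and 429 higher probes, there were 365 and 234 with normexp, 329 and 212 without background correction, 376 and 238 with 50 added to the signal, 5328 and 5200 without a filter on flags, which lets in spots near background, and 266 and 300 against the median of the 5 other arrays, where the higher probes outnumber the lower. The bound for LEMD1, -3.33 here, was -2.04 with normexp, -1.89 without background correction, -2.08 with 50 added and -2.82 with the array labelled MIA siRNA as comparator, where SRPX2 was at -2.25. Against 4 probes lower and 6 higher than on every other array, there were 7 and 2 with median scaling. With each of normexp, no background correction and 50 added there were 1 and 2. With a good flag on at least 1 array there were 13 and 11, and without a filter on flags 1332 and 121. Without the arrays labelled TANGO siRNA and MATE2 siRNA there were 12 and 10. That alternative changed the normalization and left fewer arrays to differ from, and these effects were not separated.

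Of the lower probes, the share also lower on the array labelled MIA2 siRNA, 65.8% here, was 58.8% with median scaling, 72.0% with normexp, 73.0% without background correction, 71.7% with 50 added, 54.0% with a good flag on at least 1 array, 70.6% for bright probes and 38.0% without a filter on flags. For the higher probes, 70.8% here, it was 77.8% with median scaling, 75.0% for bright probes and 65.4% without a filter on flags. Against the median of the 5 other arrays, 12 lists in place of 7 were beyond the central 95% of random lists, and the log2 ratio was 0.48 for SRPX2, 0.023 for HERC5, -0.71 for ID3, 0.27 for IRF7, -0.27 for SPRR1B, 0.056 for TIMP2 and -0.084 for the squamous differentiation median.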

Differences from the paper's values

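For BIRC6, the paper's fold of LEMD1 knockdown over control is 8.474, and the value here is 0.878 by the only probe named for it. For DST, the paper's fold is 6.435 and the value here is 2.81. None of the alternatives set before the data were examined brings either gene within 1.5 times the paper's fold. In a search of all probes, chosen after seeing the values, 1 probe without a name has a fold of 8.47 in the deposited normalized table and another a fold of 6.43, within 0.001 of the paper's folds for BIRC6 and DST, and taking these probes drops none of the other genes of Table 1. Probes without a name also match GSX2, at 10.3, and KPNA7, at 0.129, for which no probe is named here. Of the 18 genes of Table 1 measured here, 16 have a fold in the deposited normalized table within 0.001 of the paper's.

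Table 1 gives the genes with the largest changes in each direction other than LEMD1. Of the 18 measured genes, 17 were at least 2-fold changed in the stated direction and 16 were among the 9 largest falls or the 7 largest rises of named genes. By the probe taken, BIRC6 and DST were not among the 10 largest rises, in which IL6R, APOL4 and CDKN2AIPNL stood at log2 ratios of 2.64, 2.64 and 2.49.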

Other observations

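On the array labelled TANGO siRNA, proliferation genes were low and genes of squamous differentiation were high, by values that no replicate checks. Of 26 measured proliferation genes, 18 were at least 2-fold lower and none was higher, among them MCM5 at a log2 ratio to control of -2.60, the cell cycle kinase gene CDK1 at -2.39 and the mitotic kinase gene AURKB at -3.13, with another AURKB probe at 0.66, and the median of -1.67 was below all random lists. Of 17 squamous differentiation genes, 10 were higher, with SPRR1B, a component of the cornified envelope, at 7.02, SPRR1A at 4.32 and KRT4 at 2.64, and the protease gene KLK5, near background there and so not among the 17, was at least 214-fold lower. S100A8 and IVL, near background on control and so not among the 17 either, were at least 47.0-fold and 5.77-fold higher. Of 19 basal keratinocyte genes, 7 were lower, with KRT14 at -4.12, and 3 were higher, the desmosomal cadherin genes DSG3 at 3.60 and DSC3 at 3.26 and KRT5 at 1.63. Of 18 NRF2 target and aldo-keto reductase genes, 8 were lower, with GCLC at -2.93 and NQO1 at -2.58, and 2 were higher, GSTA4 at 4.47 and GSTM3 at 2.07. Of 17 TGF-beta target genes, 4 were higher, ID3 at 4.47, ID1 at 3.32, BHLHE40 at 1.72 and ITGB6 at 1.26, and CCN2, near background there and so not among the 17, was at least 5.68-fold lower. Genes named for this array and for those labelled MATE2 siRNA and MIA2 siRNA were chosen after their values were seen.

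Squamous differentiation genes were high on the array labelled MATE2 siRNA too, where 11 of 18 were higher, with SPRR1B at 6.81, SPRR1A at 3.93 and SPRR3 at 3.42, and KLK5 was lower at -7.40. NRF2 target and aldo-keto reductase genes were higher there, 11 of 22 against 1 lower, GCLC at -1.89, with AKR1B10 at 3.65 and AKR1C2 at 2.32. Of 31 interferon-stimulated genes, 11 were lower, with IFIT3 at -2.35 and IFI27 at -2.34, and BST2 was higher at 2.45. Of 19 basal keratinocyte genes 9 were lower, and DSG3 at 1.55, DSC3 at 1.32 and KRT5 at 1.08 were higher. Of 27 proliferation genes, 6 were lower and UBE2C was higher at 1.61. The cancer-testis antigen gene MAGEA4 had a signal of 5839 on control, 51.6 on the array labelled TANGO siRNA and 792 on the array labelled MATE2 siRNA, while others of its list, near background on control, were higher: MAGEA1 at least 19.9-fold and DDX43 at least 2.23-fold on the former, and MAGEA1 at least 17.7-fold, MAGEA12 at least 6.25-fold, MAGEC2 at least 3.81-fold and DDX43 at least 2.51-fold on the latter.

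Of 12 genes downstream of ERK, 7 were lower on the array labelled MIA2 siRNA and none was higher, with a median of -1.32. Of 19 basal keratinocyte genes, 8 were lower, among them ITGB4 at -1.23, and 4 were higher, KRT5 at 3.03, KRT14 at 1.65, DSC3 at 1.08 and COL7A1 at 1.05. Of 21 NRF2 target and aldo-keto reductase genes 7 were higher and none was lower, of 21 cholesterol synthesis genes MVK at 1.29, INSIG1 at 1.09, IDI1 at 1.08 and SC5D at 1.06 were higher and none was lower, and of 31 mitochondrial ribosomal protein genes 6 were higher and none was lower. Of these 6, MRPL2, MRPL11, MRPL19 and MRPL23 each have another good probe under 2-fold there, at 0.55, 0.71, 0.066 and 0.55. On the array labelled MIA siRNA, no list member with a good spot there and on control was changed by 2-fold, the fibroblast marker gene THY1, near background on control, was at least 2.40-fold higher, and the median of the interferon-stimulated genes was -0.20, at percentile 0.12 of its random lists.

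Of the 18 measured genes of Table 1, 16 were at least 2-fold changed in its direction on the array labelled MIA2 siRNA. The number was 12 on the array labelled TANGO siRNA, 9 on that labelled MATE2 siRNA and 0 on that labelled MIA siRNA. The 12 include DHRS9, near background on the array labelled TANGO siRNA, and the 9 include SRPX2, near background on that labelled MATE2 siRNA. Of 652 probes lower on the LEMD1 siRNA array, 259 were also lower on the array labelled TANGO siRNA, of 668, 238 on that labelled MATE2 siRNA, and of 697, 7 on that labelled MIA siRNA, where independent lists would share 42.6, 51.2 and 2.24. For the higher probes these numbers were 114 of 394, 100 of 393 and 42 of 411, against 18.0, 19.8 and 2.41. These comparisons share the control array, which independent lists do not allow for. Simulated unchanged arrays that share a control had 0.33, 0.49 and 0.40 lower probes in common. The simulated LEMD1 siRNA array had only 9.32, 9.16 and 9.64 lower probes in all. Counts from such short lists cannot tell how much overlap a shared control gives here. Across probes, which are not independent replicates, the r of the log2 ratios with those of LEMD1 siRNA was 0.349, 0.364 and 0.414 on these arrays and 0.756 on that labelled MIA2 siRNA, and 0.50 in the simulations. SLC47A2 had a ratio of 1.13 on the LEMD1 siRNA array and 1.04 on the array labelled MIA2 siRNA.

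Among probes good on all 6 arrays, those lower on 1 array than on each of the other 5 numbered 7 for control, 1 for MIA, 7 for MIA2, 162 for TANGO, 289 for MATE2 and 4 for LEMD1, and those higher 1, 0, 1, 172, 197 and 6 in the same order. Changes that the LEMD1 and MIA2 arrays share cannot enter the count of either. The smallest difference of a probe on the LEMD1 siRNA array from any other array was -1.44 for NDUFS7, a subunit of respiratory complex I, -1.01 for TRMT10A, 1.10 for COL7A1, 1.08 for KIF11, a mitotic kinesin, and 1.02 for CCNG1. It was -1.09 for ULBP2, -1.06 for URI1 and 1.28 for ZNF207 by another probe than the one taken for the gene, and by the probe taken the log2 ratio of LEMD1 siRNA to control was 0.11 for ULBP2, -1.07 for URI1 and -0.43 for ZNF207. Of the higher probes, 2 have no name.

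In windows of neighbouring genes, medians beyond a range set at the far ends of shuffled gene orders, which chance leaves in 0.211 windows, numbered 24 of 211 on the array labelled TANGO siRNA, 13 on that labelled MATE2 siRNA and 2 each on the LEMD1 siRNA array and that labelled MIA2 siRNA. The window from PLPP2 to ZNF77 had a median log2 ratio of 0.60 on the array labelled TANGO siRNA and 0.63 on that labelled MATE2 siRNA, and the window from P2RY2 to DLG2 had 0.60 and 0.38. The window from MED11 to FXR2 was at -0.55 on the array labelled TANGO siRNA and the window from FHIP1A to TRIML2 at -0.69 on that labelled MATE2 siRNA. Between these 2 arrays the spread of window medians was 1.49 times that of shuffled orders.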
